A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

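Array comparative genomic hybridisation (array CGH) compares the copy number of a test DNA with that of a reference DNA by hybridising both, each with its own dye, to one array. Tail DNA of 8 mice of one C57BL/6J/Nrs family was measured here: 1 sire, 1 dam and 6 progeny. The reference was DNA of another male mouse. Each mouse was hybridised on 2 arrays with the dyes exchanged (a dye swap), which gave 16 arrays. The arrays belonged to the second screening of the study, in which probes had been placed densely around positions found positive in a first screening. Data of the first screening and of other families were not analysed here. The title of the series gives the exposure of the sire as 20 mGy per day of gamma-rays for 400 days, whereas its design text calls the male non-irradiated. The study lists progeny 5 of this family among the progeny of irradiated males. No unexposed family was analysed here, so no effect of radiation was tested.

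The authors scanned the arrays and processed them with Feature Extraction 10.7.1.1. The deposited processed signals are intensity values on a linear scale, with the background subtracted and the dyes normalised by the software per the file headers. The deposited log ratio of each spot is a log10 value of Cy5 over Cy3. The deposited series matrix holds log2 values of the reference over the mouse on every array, which was settled by setting each column against the scanner values of its array. Its use of a ratio equal to that of the processed signals was tested with a tolerance of 0.001. Positions are those of the files, in build mm9. The genome given for this work was of another build, and was not used. The files did not pair the probes with gene names, so regions are given by position.

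Each array held 166259 probe spots for 162231 different probes, of which 162180 lay on autosomes, 48 on the X and 3 on the Y. The median distance between the starts of neighbouring autosomal probes was 91 bp, and 32.1% of neighbouring probes overlapped. Probes were 45 to 60 nt long, and 50.9% of the autosomal probes had the longest length. Between 98.0% and 99.7% of the probe spots of an array were well above background in both channels, and 157874 autosomal probes were so on all 16 arrays. No spot was saturated. The number of mice, and not a read depth, limits the precision.

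The log2 ratio of the mouse over the reference was computed from the processed signals, turned the same way on every array, averaged over the spots of a probe after control spots and outlier spots were left out, and centred on the median of the autosomal probes of each array. The 2 arrays of a mouse were 1 replicate. A probe was positive when both log2 ratios lay beyond 0.5 in the same direction, after the rule of the study for the second screening. The requirement that a probe be positive in the first screening was not applied. A region was a chain of at least 2 positive probes of one direction, with neighbours at most 3 probe positions and 5 kb apart. Regions of different mice that overlapped in the same direction were 1 family region. A region of a pup was called de novo when neither parent had a positive probe of that direction in it, and private when none of the other 7 mice had. To show signal that follows the dye, 1 array of each mouse was also turned the wrong way. The rule on both arrays rejects such signal, so this is no estimate of false de novo regions.

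Counts per mouse were compared by an exact permutation test over the 28 splits of 8 mice into 6 and 2, two-sided, which cannot give a p below 0.0714. The spread of de novo regions over the progeny was tested by 100000 random draws, one-sided. The share of regions of 1 parent called in the progeny was tested by an exact binomial test against 0.5, two-sided, with an exact 95% interval that covers counting error only. Each mouse was compared with the other 7 by limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on dye-averaged log2 ratios, with Benjamini-Hochberg adjustment within each mouse and a limit of 0.05. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The regions named were fixed by a rule: the 10 de novo regions with the most positive probes, and up to 3 regions shared by all 8 mice and 3 found in exactly 1 parent, likewise ranked. The chromosome 4 gain and the short neighbour of the chromosome 9 deletion were singled out after their values were seen.

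The calling rule was tested on simulated data with the real probe positions and the measured spread of each mouse, with 200 planted deletions shifted by -0.86, which was the median X ratio over both arrays of the dam, pooled, with its sign reversed. It found 98.0% of the 51 deletions of 2 to 3 probes and 100% of the 149 of 4 to 10 probes, with 0 false de novo regions over 162180 probes. The noise was drawn for each probe and mouse on its own, so it held no pattern shared by neighbouring probes or mice. The 0 is therefore no estimate of false de novo regions in the real data. All 48 X probes had the longest length, so this shift overstates the response of shorter probes. In the same simulation limma found 100% of the planted probes in each pup, but made 13905 false calls in the dam, whose simulated spread was the widest, and 2 in progeny 5. With each mouse divided by its own spread, false calls fell to 0 in the dam and 1 in progeny 5, but rose from 0 to 2, 1, 1, 3 and 2 in progeny 1, 2, 3, 4 and 6. The limma fit assumes an equal spread in every mouse, and that assumption failed for the dam.

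The alternatives fixed before the data were examined were the deposited log ratio without centring, normexp with an offset of 50, the series matrix values, a filter on dim probes, other thresholds, other rules on the arrays, regions and parents, the slide as a random block, and leaving out mice. Normexp was run on the median signals, since mean signals were not used here. Scan day 1 held the sire, the dam, progeny 1 and progeny 2, and scan day 2 held progeny 3 to 6. The parents shared slide 1, and the progeny lay in pairs on the other slides.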

Results

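DNA copy number was measured by array CGH in 8 mice of one family, with 1 sire, 1 dam and 6 progeny, on 2 dye-swapped arrays per mouse. The progeny are called progeny 1 to 6 after the number in their labels. The sire and the dam were single animals, and 2 arrays of one mouse were 1 replicate. Ratios are log2 ratios of the mouse over a male reference.

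The probes on the sex chromosomes checked the labels of the sire and the dam. The median log2 ratio of the X probes was 0.03 in the sire and 0.90 in the dam, and that of the Y probes was 0.02 in the sire and -2.40 in the dam. Progeny 1, 2 and 3 had X ratios of -0.00, 0.01 and -0.01, and Y ratios of -0.00, 0.02 and 0.00. Progeny 5 and 6 had X ratios of 0.76 and 0.79, and Y ratios of -1.44 and -1.41. Progeny 4 had an X ratio of 0.02 and a Y ratio of -2.03, so its X ratio lay with that of the sire and its Y ratio with that of the dam. With normexp the X ratio of the dam was 0.78.

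**Figure D1:**
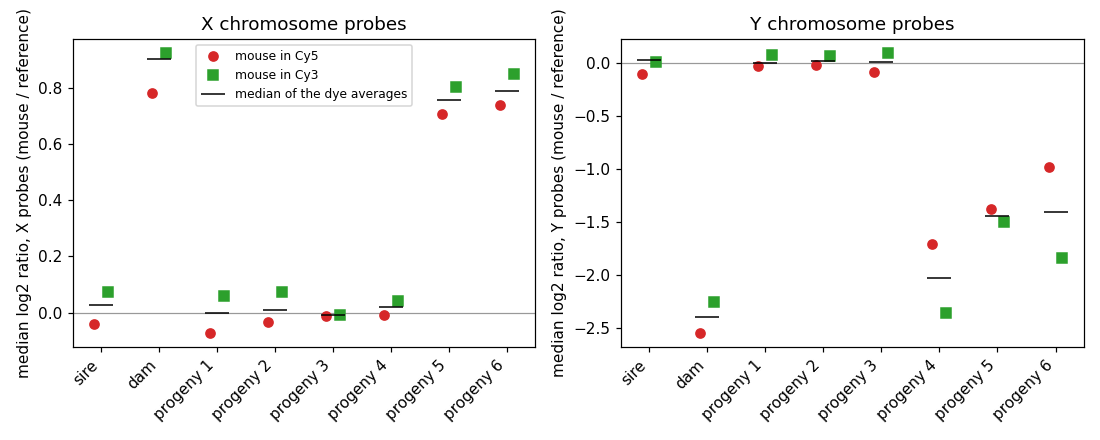
Median log2 ratio of the 48 X probes (left) and the 3 Y probes (right) in each mouse; points are the 2 dye-swapped arrays and bars the median of their averages. Progeny 4 lies near 0 on the X and at -2.03 on the Y.

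Measurement error was taken from the dye swaps. The SD over autosomal probes of the dye-swap difference divided by 2 had a median of 0.18 over the 8 mice, with the lowest value of 0.14 in progeny 4 and the highest of 0.20 in progeny 2. The spread of the dye-averaged ratios (scaled median absolute deviation) was 0.12 in the dam and between 0.05 and 0.07 in the other 7 mice.

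Positive probes were counted to compare the progeny with their parents. The sire had 179 and the dam 280 positive probes. Progeny 1 to 6 had 100, 82, 120, 259, 713 and 360. The mean was 272 ± 241 (SD, n = 6) in the progeny and 229.5 ± 71.4 (SD, n = 2) in the parents, a difference of 42.8 that was smaller than the spread between the progeny (exact permutation test, two-sided, p = 1; smallest p possible 0.0714). Without progeny 5 the difference was -45.3. On scan day 1, with 2 progeny and both parents, it was -138.5 (exact permutation test, p = 0.333, the smallest that 6 splits allow). Scan day 2 held progeny only. With only the arrays that had the mouse in Cy3, the difference moved most, to -2712.

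No region was positive in all 8 mice. At a threshold of 0.4 there were 3 such regions.

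The family comparison asked which regions of a pup held no positive probe of that direction in either parent. There were 147 de novo regions, of which 0 were gains, in 120 family regions. Progeny 5 held 111, progeny 6 held 22, progeny 4 held 7, progeny 1 held 6, progeny 3 held 1 and progeny 2 held 0. Some were low in a parent without a positive probe there. The region of progeny 3 had means of -0.47 in the sire and -0.50 in the dam. When the means of both parents had to lie closer to 0 than 0.25, 125 regions were left. With 1 array of each mouse turned the wrong way, the same rule gave 193 regions, with 38 in progeny 5, 18 in progeny 6, 44 in progeny 1, 93 in progeny 2 and 0 in progeny 3 and progeny 4. That count shows signal that follows the dye, which the rule on both arrays rejects. The total moved most with only the Cy5 arrays of the mice, to 1702, and fell to 5 with normexp.

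**Figure D2:**
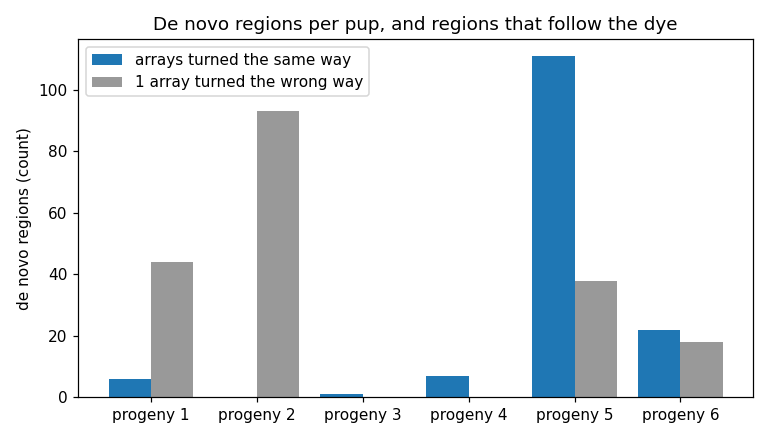
Number of de novo regions in each pup (blue) and the number found by the same rule with 1 array turned the wrong way (grey), which shows signal that follows the dye. Progeny 5 had 111 regions against 38, and progeny 2 had 0 against 93.

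The regions were not spread evenly over the progeny. The 111 regions of progeny 5 compared with a median largest count of 30 in random draws (permutation test, 100000 draws, one-sided, p = 1e-05, the smallest these draws can give). After the part predicted from the other 7 mice was removed, an alternative chosen after seeing the data, the largest count was 2 (permutation test, p = 0.906).

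Other mice were measured over the same 111 regions of progeny 5. The mean log2 ratio there was -0.81 ± 0.13 in progeny 5, -0.49 ± 0.13 in progeny 6, -0.45 ± 0.12 in progeny 1, -0.42 ± 0.12 in progeny 4, -0.15 ± 0.10 in progeny 2, 0.07 ± 0.10 in the sire, 0.08 ± 0.13 in the dam and 0.22 ± 0.11 in progeny 3 (SD over regions, 1 mouse each).

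**Figure D3:**
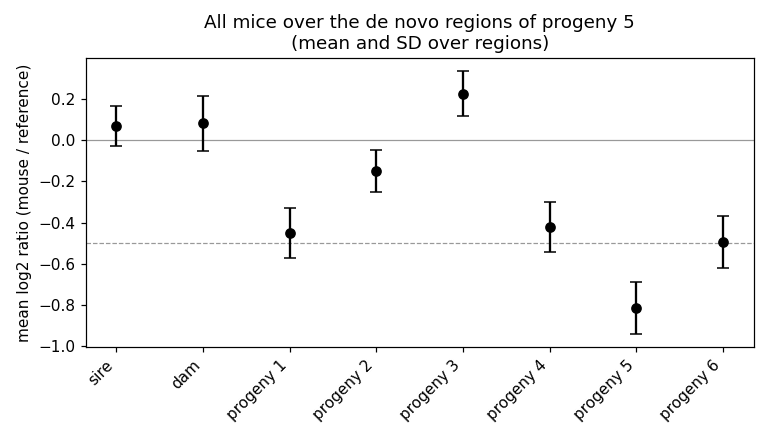
Mean log2 ratio of each mouse over the 111 de novo regions of progeny 5, with the SD over regions; the dashed line is the threshold of -0.5. Progeny 1, 4 and 6 lie between -0.49 and -0.42, and progeny 3 lies at 0.22.

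Among the 10 de novo regions with the most positive probes, all led by progeny 5, 9 had this graded profile. The one with the most positive probes, chromosome 10 from 120432564 to 120433047, had 9 positive probes and a mean of -0.76 ± 0.32 (SD over probes) in progeny 5, against -0.50 in progeny 6, -0.44 in progeny 4 and 0.32 in progeny 3. The region on chromosome 9 from 80075856 to 80076962 differed. It had 8 positive probes among 12 and a mean of -0.70 ± 0.34 (SD over probes) in progeny 5, against 0.01 ± 0.03 in the other 7 mice (SD, n = 7), which lay between -0.04 and 0.07. In limma, where the spread came from the other 7 mice alone, 5 of its probes passed, with a smallest adjusted p of 0.0187. The limma count of progeny 5 fell from 10 to 1 without progeny 1 or without progeny 6, and to 0 with each mouse divided by its own spread. A region of 2 probes beside it, from 80075398 to 80075520, had a mean of -1.02 in progeny 5, and was singled out after its values were seen.

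**Figure D4:**
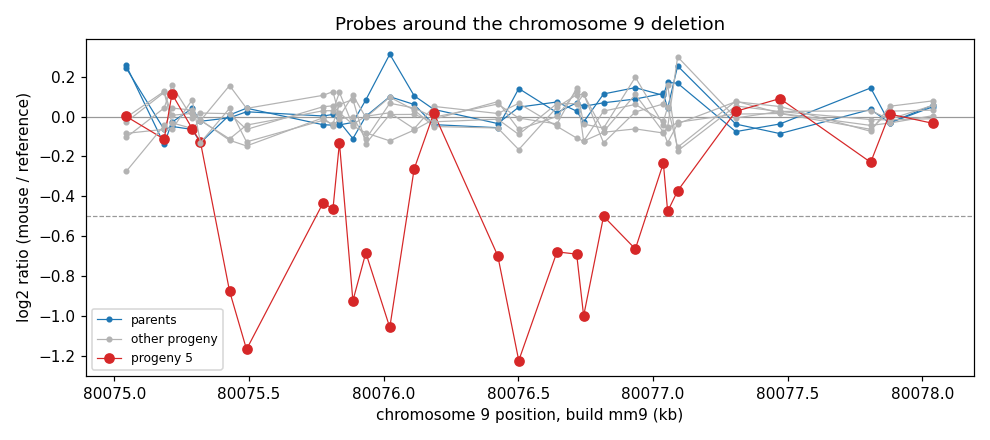
Log2 ratio of each probe around the chromosome 9 region (build mm9) in progeny 5 (red), the parents (blue) and the other progeny (grey); the dashed line is the threshold of -0.5. Progeny 5 falls below the other mice over most probes between 80075398 and 80076962.

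The response depended on probe length at each of these changes. Over the chromosome 9 span of progeny 5, probes of up to 50 nt had a mean of -0.13 ± 0.14 (SD, 3 probes), and those of 60 nt a mean of -0.86 ± 0.23 (SD, 11 probes). Over a deletion of the dam on chromosome 15 that progeny 5 also carried, the corresponding means in progeny 5 were -0.19 ± 0.22 (SD, 161 probes) and -0.69 ± 0.31 (SD, 33 probes).

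**Figure D5:**
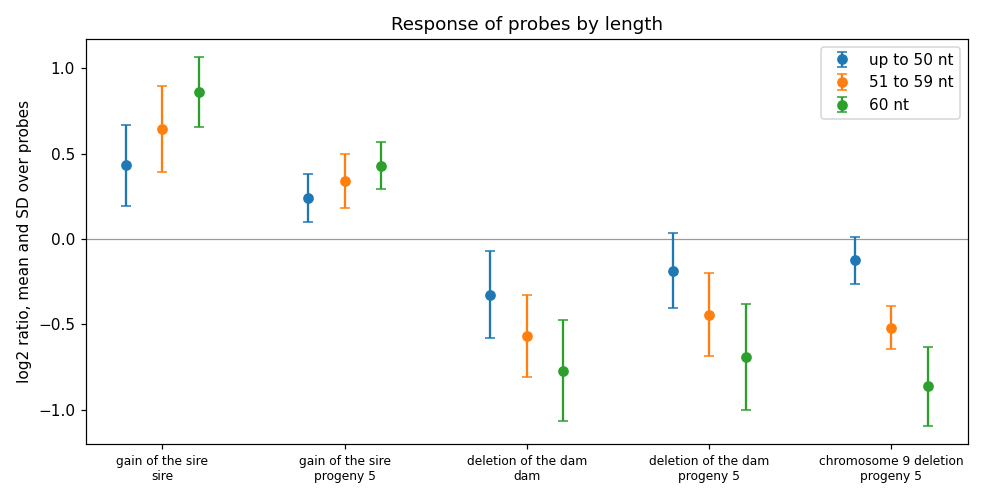
Mean log2 ratio by probe length (SD over probes) over the gain of the sire on chromosome 4, the deletion of the dam on chromosome 15 and the chromosome 9 deletion, in the mice named. Probes of 60 nt lie farthest from 0 at each, with -0.69 in progeny 5 over the deletion of the dam.

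Private regions were counted in the same way in parents and progeny. The sire and the dam had 3 each, all gains. Those of the sire lay within its chromosome 4 gain. All the progeny were raised over that gain, at 0.31 to 0.36, below the threshold, so these regions were private by the rule only. Progeny 5 had 44, progeny 3 and progeny 6 had 1 each, and progeny 1, 2 and 4 had 0. All of these were losses, so the comparison set gains in the parents against losses in the progeny. The means were 7.67 ± 17.8 (SD, n = 6) and 3 (n = 2), and the difference of 4.67 was within the spread of the progeny (exact permutation test, two-sided, p = 0.571). Without progeny 5 it was -2.6, and on scan day 1 it was -3.

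Regions found in exactly 1 parent showed what was called in the progeny. There were 42, with 19 in the sire and 23 in the dam. They were called in 60 of 252 combinations of region and pup, or 23.8% (exact 95% interval 18.7% to 29.6%), below 50% (exact binomial test, two-sided, p = 2.76e-17). Of the 42 regions, 17 lay within one stretch of chromosome 4 from 101109089 to 101262845, so they were linked. Several regions of the dam lay within one stretch of chromosome 15, from 75928066 to 75964035, and were linked too. The 252 combinations were thus not independent, as the binomial test assumes. Over the chromosome 4 stretch the mean was 0.64 ± 0.30 (SD over probes) in the sire and -0.01 in the dam. It was between 0.31 and 0.36 in the 6 progeny, below the threshold. The test against 50% gives each pup an even chance, whereas all 6 progeny were raised over this stretch. Counting a pup beyond 50% of the ratio of the parent, an alternative chosen after seeing the data, gave 61.1% (exact binomial test, p = 0.000506). That cut fell near the level of the progeny over the chromosome 4 stretch. Between 1 and 6 progeny passed it there, depending on the region.

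The regions of 1 parent with the most positive probes were losses in the dam. On chromosome 3, from 25416456 to 25424318, 39 probes were positive in the dam, with a mean of -1.90 in the dam and of -1.84, -1.73 and -1.72 in progeny 4, 5 and 6. The second, from 25429874 to 25434714, had 32 positive probes and the same carriers. On chromosome 15, from 75928066 to 75936844, 27 probes were positive in the dam, with a mean of -0.64, and progeny 2, 3, 5 and 6 had means between -0.63 and -0.51.

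Limma set apart 65 probes at an adjusted p under 0.05. Of these, 55 were in the dam, 3 lower and 52 higher, and 10 were in progeny 5, all lower, 7 of them within 100 kb of the chromosome 9 region. The other 6 mice had 0, with 2398 to 8439 probes at an unadjusted p under 0.05. With each mouse divided by its own spread, an alternative chosen after seeing the data and the simulation, limma set apart 0 probes in the dam, 0 in progeny 5 and 2 in progeny 4, where the same fit made 3 false calls in simulation. Against the mean of sire and dam it set apart 53 in progeny 5 and 3 in progeny 4.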

Values the study reported

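The study reported 16 de novo candidates by array CGH in progeny 5, all deletions, of which 13 were examined by qPCR and 5 were upheld. It names progeny 5 there and progeny 6 in another listing of these changes. Over all families, it reported de novo deletions in 11 of 156 progeny of non-irradiated males, or 7.1%, and in 29 of 142 progeny of irradiated males, or 20.4%. The study set mice with many upheld changes apart, and progeny 5 was among those, so progeny 5 appears not to be counted among the 29.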

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

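Except for the tests with normexp on the regions of progeny 5, and with normexp and bright probes on the chromosome 9 deletion, the tests of explanations in this part were chosen after the results had been seen. The filter on bright probes was fixed before the data were examined, but its use as a test of the regions of progeny 5 was chosen after its count had been seen. The test with 50 added to both signals was chosen after the fall with normexp had been seen. Of 6 measures examined over the 6 progeny for a mouse far from the others, 2 stood out, both in progeny 5. Chance alone gives about 1 such case in 20.

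Progeny 5 had 111 de novo regions and 44 private regions, each far from the other 5 progeny. The values argue against several explanations as the whole cause. Overlapping probes counted as separate evidence were argued against by the 81 regions left when the first and last positive probes were not to overlap. Scan day was argued against by progeny 3, scanned on the same day, at 0.22 over these regions. The slide was argued against by progeny 1 and progeny 4, on 2 other slides, at -0.45 and -0.42, although progeny 6, on the same slide, came second with 22 regions and part of the pattern may come from the slide. New deletions in progeny 5 alone were argued against for the set as a whole, since progeny 6 lay below -0.25 over 98.2% of the regions. Single regions of the set may still be deletions. The study lists several deletions of this family that qPCR upheld, and their positions were not matched to these regions. A deletion among them, on chromosome 9, is taken up below.

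A probe pattern graded over all mice is a candidate explanation for most of the regions. Once the part predicted from the other 7 mice was removed, 2 regions of progeny 5 were left. The probes of these regions were dim, with a median reference signal of 260 against 838 over all probes, and adding 50 to both signals left 45 regions, so low signal may be part of it. Over bright probes 66 regions were left, which does not settle whether dim probes were the cause. With normexp, 4 regions of progeny 5 were called. Its mean over the 111 regions was then -0.50, at the threshold, against -0.81 in the main processing, so the low ratios shrank without vanishing. The test fixed for normexp asked only whether progeny 5 still held the most regions, as did the test with bright probes. It did in both, but that criterion was too weak beside such falls, and the processing of the signals stays open. Probe length or base composition also stays open, because 88.1% of the positive probes of these regions had the longest length, which is the top of the scale, and because long probes responded more at every change examined. DNA from outside the family stays open. Progeny 5 had a mean of 0.33 over the chromosome 4 gain of the sire, and of -0.52 over the deletion of the dam on chromosome 15, where the dam had -0.64. It thus held a variant of each parent, and a mouse from outside would need to carry both, which these values make less likely without excluding it. No biological explanation for the set was tested against an unexposed family.

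The chromosome 9 deletion of progeny 5 was examined apart. It remained at -0.89 after the part predicted from the other 7 mice was removed, which argues against the graded pattern. Its mean was -0.68 with normexp, and 8 of its positive probes were bright. Probe length is argued against by the 11 probes of 60 nt outside the span, with a mean of -0.13 ± 0.18 (SD over probes) in progeny 5. Within the span the mean was -0.86 ± 0.23, where the other 7 mice had 0.00 ± 0.04 (SD, n = 7). Some of the outside probes lay far from the span, as at 79125784. Those next to its right end lay lower, at -0.23, -0.47 and -0.37, so the edge of the change is not sharp there. Base composition was not measured. From these arrays alone, a copy number change in this mouse is therefore a hypothesis. The study lists a deletion on chromosome 9 in this family that qPCR upheld, with 10 positive probes in the second screening. The chromosome 9 regions of progeny 5 here held 10 positive probes over 1565 bp, nearly the length the study lists. It may be the same deletion. That listing gives another build and names another pup of the family, and the match was not tested here. A change in a minor share of the cells is argued against, since the probes of 60 nt lay at -0.86, no closer to 0 than the -0.69 of the deletion on chromosome 15 shared with the dam. At a mean of -0.86 over its positive probes, a change in a germ cell of a parent and one early in the embryo, in most cells, cannot be told apart, since one tissue was measured.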

How the results depend on the processing

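The alternatives with the scan day, the prediction from the other 7 mice, the other mice near 0, non-overlapping probes, 50 added to both signals, 50% of the ratio of the parent, and each mouse divided by its own spread were chosen after seeing the data. The cause of a change was not tested unless stated.

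The deposited log ratio and the series matrix values kept each result near its main value or on its side of the test, except that limma set apart 39 probes with either. Normexp lowered the X ratio of the dam to 0.78 and de novo regions to 5, turned the differences between progeny and parents to -68 positive probes and -3.83 private regions, and raised the limma count to 822. Over bright probes these were 73 de novo regions, -3 positive probes and 770 limma probes.

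A threshold of 0.4 gave 3 regions shared by all 8 mice, 284 de novo regions and a private difference of -1. A threshold of 0.8 gave 8 de novo regions, -11.5 positive probes and a private difference of -6.67. The mean of both arrays gave 4 shared and 365 de novo regions. Only the arrays with the mouse in Cy5 gave 6 shared and 1702 de novo regions, and a private difference of -1.67. Only those with the mouse in Cy3 gave 6 shared and 487 de novo regions, -2712 positive probes and a private difference of -65.2. At least 3 positive probes gave 44 de novo regions, and adjacent probes only gave a private difference of -2.33. Limits of 1 kb or none on the distance kept every result they were run on. With the means of the parents, their probes removed first and the pup beyond each parent, de novo regions numbered 125, 150 and 139, the largest count in 1 pup was 101, 111 and 110, progeny 6 had 15, 22 and 18, and the 1 region of progeny 3 became 0, 4 and 0.

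Of the added alternatives, de novo regions numbered 2 with each other mouse closer to 0 than 0.25, 5 with the prediction removed and 48 with 50 added to both signals. With the prediction removed, the largest count in 1 pup was 2. Scan day 1 gave -138.5 positive probes and a private difference of -3. The share of regions of 1 parent counted in the progeny was 61.1% by the rule of 50% of the ratio of the parent, on the other side of 50%. Limma set apart 2 probes with each mouse divided by its own spread and 3 with the scan day as a block. The 10 probes of progeny 5 became 0 and 3. They were 53 against the mean of sire and dam, where progeny 4 had 3, and 1 with normexp. They were 1 without progeny 1, 1 without progeny 6, 3 without the sire, 4 without progeny 2, 6 without the dam, and 9 without progeny 3 or progeny 4, so that count rested on single mice.

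Leaving out 1 mouse moved the positive probe difference between -45.3 and 93.3, and the private difference between -2.6 and 6.2, the lowest without progeny 5 in both. Without the sire the positive probe difference was -7.67. The limma count ranged from 0 without progeny 5 to 16096 without the sire, nearly all in the dam, whose wider spread broke the assumption of the fit in simulation. The uneven spread of de novo regions stayed past its threshold under the alternatives on signals, dim probes, thresholds, arrays, regions and parents, and not with the prediction removed. It was not computed with a mouse left out or for the other added alternatives. The differences between progeny and parents passed their threshold under none, which says nothing on their stability, since 28 splits cannot give a p below 0.0714. No paired analysis was possible because the sire, the dam and the progeny share fewer than 2 replicate numbers. The de novo count fell to 73 over bright probes, which does not settle whether dim probes were the cause.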

Other observations

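Except for the test of the threshold against the ratio of the parent, the tests in this part were chosen after the results had been seen.

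De novo regions in progeny 5 numbered 111. That is higher than the value quoted from the study above. The count here did not require a positive probe in the first screening. The study also picked its smaller candidates by eye from the plots of the arrays, whereas a fixed rule was applied here.

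Progeny 4 had the X ratio of a male and the Y ratio of a female. A mixture of male and female DNA is argued against by its X ratio of 0.0213, since a Y ratio near that of the dam would need mostly female DNA. Failed spots on 1 array are argued against by the higher of its array values for the Y, -1.71. DNA from outside the family stays open, since its mean of 0.36 over the chromosome 4 gain of the sire could occur in another mouse of the colony. A mouse with a single X and no Y is a candidate explanation. It cannot be told apart from a loss of only the probed part of the Y, because there were 3 Y probes.

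Some autosomal positions were low in the same mice as the Y. Of 7 loci with losses in the dam, counting linked regions once, 5 lay below -0.25 in the dam and progeny 4, 5 and 6 and in no other mouse. Chance transmission of a deletion to just these progeny gave p = 1.91e-08 by a one-sided exact binomial test, run on loci in which the pattern had been noticed. Copies of these sequences on the Y may explain it. A difference in X dosage is argued against, since progeny 4, with the X ratio of a male, had a mean of -1.18 there. The chromosome 3 regions named above were among them, so they may not be autosomal deletions, and their transmission would then follow sex. The first of them lay at -1.84, -1.73 and -1.72 in progeny 4, 5 and 6, and at -0.02 in the sire. These ratios lay beyond the shift of -0.86 planted for deletions in the simulation. For the chromosome 3 regions, that argues against a deletion passed on by the dam alone, which would leave the copy of the sire. No biological explanation beyond this was tested.

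Few regions of 1 parent were called in the progeny. A threshold close to the ratio of a single-copy change is a candidate explanation, as the share rose to 61.1% when pups beyond 50% of the ratio of the parent were counted. Over the chromosome 4 stretch all 6 progeny were raised, at 0.31 to 0.36 against 0.64 in the sire. Both the threshold and the cut at 50% fell near or above that level. Many regions were linked, with 17 in one stretch of chromosome 4 and several in one of chromosome 15. Neither share therefore says much on transmission itself. No biological explanation was tested.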
